A study of Homo sapiens with 4 samples. Its data were reported in "FTO Prevents Thyroid Cancer Progression by SLC7A11 m6A Methylation in a Ferroptosis-Dependent Manner" (2022).

How the data were processed

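TPC-1 cells, an established human papillary thyroid carcinoma line, were transduced with a lentivirus carrying FTO or with the empty vector, and their messenger RNA was sequenced. FTO removes the N6-methyladenosine (m6A) mark from RNA. Of the libraries analysed here, 2 came from vector cells (replicates 2 and 3) and 2 from FTO overexpression cells (replicates 1 and 3). Groups and replicate numbers were taken from the labels, and every per-sample column was matched to a library by its name.

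Per the labels, the authors prepared stranded poly(A) libraries with unique molecular identifiers and sequenced read pairs. The deposited count table holds whole-number counts for 32079 gene names, with no normalization. The labels also name another library kit without such identifiers, while the study's methods name only the stranded kit that has them. The molecular identifiers were meant to remove amplification bias, but the step that used them, the aligner and the counting tool were not stated for this assay. The deposited RPKM table, in reads per kilobase of exon and per 1000000 counts of the library, was made by the authors from those counts: scaling each count by the exon length and the library total gave the listed value for all 32079 genes. A further deposited table holds RPKM values for 15424 genes with a p-value, an FDR and a log2 fold change of the authors' own comparison, whose tool and gene filter were not stated. This table is called the authors' deposited table below.

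The genome build is not named for these tables. The coordinates were compared with annotations of both recent human builds over 20685 gene names. A start or end within 10 bases of the GRCh38 RefSeq position was found for 71.6% of them, against 2.49% for the GRCh37 GENCODE position. The coordinates printed here are those of the deposited count table and are given as GRCh38, as inferred from that comparison. The reference genome provided was GRCh37, so it supplied no coordinates. Its transcripts gave only the GC content of genes by name.

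Counts were tested with edgeR 4.0.16 (quasi-likelihood test, glmQLFit with robust estimation, on TMM-normalized libraries) in R 4.3.3. Genes were kept by filterByExpr on the group, which left 18246 of the 30604 genes that had a count in any library. The kept genes held at least 99.9% of the counts of each library. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p under 0.05, and a second set of calls also required a log2 fold change above 1 or below -1. All tests were two-sided. Fold changes are FTO overexpression over vector. Expression levels are counts per 1000000 counts (CPM) scaled by the TMM factors, unless RPKM is named. Gene lists were tested with camera in limma 3.58.1, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 9 lists.

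The named genes were FTO, SLC7A11, HSPA5 and the genes of the proteins that the study followed by western blot. The 5 largest increases and the 5 largest decreases among called genes whose groups did not overlap were added, and then the 3 genes with the smallest adjusted p. Genes of the fixed lists were named only where they passed the adjusted p of 0.05 over all genes. Some genes that met these rules are not reported here. These rules, the gene lists, the tests and most alternatives were set before the data were examined.

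The lists were ferroptosis (35 genes), m6A regulators (24), the unfolded protein response (30), targets of the transcription factors ATF4 (27) and NRF2 (25), proliferation (32), and epithelial-mesenchymal transition and migration (30). Further lists were the genes that the study reported with lower (33) or higher (6) m6A after FTO overexpression, and the 42 genes that it reported as changed in RNA-seq. NOX4, whose protein the study measured, was not analysed here. No gene of the tested lists had a group with all libraries at or below 3 counts.

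The test was checked on simulated data before use. Counts were drawn for 18246 genes with the observed means and library sizes, and 200 genes were changed by known factors. The fit called 148 genes, recovered 80% of the genes changed 2-fold and 60% of those changed 1.5-fold, and 5.41% of its calls were false. The simulated genes were independent and followed the fitted trend of the spread. They lacked the even low counts and the blood-cell transcripts described below, so these shares need not hold for the real libraries.

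Library totals ranged from 31192301 to 37431947 counts. A count of 0 was read as an upper limit of 3 counts of the library total. Intervals (Wilson, 95%) and this limit cover counting error only. With 2 libraries per group, an exact permutation test of a single value cannot give a two-sided p below 0.333, so single values were tested only within the model over all genes.

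The alternatives changed 1 choice at a time: median-of-ratios or no scaling, DESeq2 1.42.0, limma voom, edgeR's exact test, no filter or at least 10 counts in every library, limma on log2(RPKM + 1) or log2(RPKM + 0.1) of the deposited RPKM values with or without a mean RPKM of at least 1, robust estimation off, a prior count of 2 in place of 0.125, an adjusted p of 0.01, glmTreat, fry or an estimated correlation for the lists, and the omission of each library. RPKM fold changes are on the log2(RPKM + pseudocount) scale, which understates the change of low genes. Further steps used Python 3.11.15, pandas 2.3.3, SciPy 1.17.1, matplotlib 3.10.9 and bedtools 2.31.1.

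In the count table, 24 gene names read as calendar dates, and 2 such names were shared by a pair of rows each. These rows kept their values but are not named. Counting by strand was not stated, so the share of a named gene's exons that another gene covers is given where it was above 0.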

Results

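To investigate which transcripts change when FTO is raised in papillary thyroid carcinoma cells, RNA-seq counts of TPC-1 cells overexpressing FTO were compared with those of cells carrying the empty vector. The data comprised 2 vector libraries and 2 FTO overexpression libraries. Vector replicates 2 and 3 held 32900125 and 31192301 counts. FTO overexpression replicates 1 and 3 held 37431947 and 35331241 counts. The TMM scaling factors lay between 0.980 and 1.02. In each library the most abundant gene took at most 1.11% of the counts, and mitochondrial genes took 5.45% to 6.17%.

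The labels give the replicates of each group as separate samples, and their counts were not identical. The chi-square statistic per degree of freedom was 10.3 between the vector replicates and 3.58 between the FTO overexpression replicates. Independent reads give 1, and counting both ends of each read pair gives 2. Among the genes with a mean of at least 1 CPM in the group, 67 of 15198 differed more than 2-fold between the vector replicates. Between the FTO overexpression replicates, 5 of 14915 did so, named after their values were seen: BCYRN1, RNA5-8S5, CDS1 and 2 transcripts that carry only the name of a sequenced clone of chromosome 21. The common biological coefficient of variation was 7.28%.

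FTO was examined first as a check of the labels. The gene lies on the plus strand of chromosome 16 from 53701692 to 54158512 (GRCh38, as inferred). The counts of FTO were 982 and 826 in vector replicates 2 and 3, and 1999 and 2076 in FTO overexpression replicates 1 and 3. Its level rose from 27.7 ± 2.56 CPM to 57.1 ± 4.06 CPM (SD, n = 2 libraries per group). The log2 fold change was 1.04 (SE 0.0841), with an adjusted p of 9.58e-08 in edgeR's quasi-likelihood test. The alternative that moved this value most was limma on log2(RPKM + 1), where it was 0.64 with an adjusted p of 0.116 among genes with a mean RPKM of at least 1 and 0.371 among all genes above 0. FTO was higher in both libraries labelled as overexpressing it than in either vector library.

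Next, the transcripts that differed between the groups were counted. At an adjusted p under 0.05, edgeR's quasi-likelihood test called 717 of 18246 genes, of which 366 were higher and 351 were lower after FTO overexpression. Overlapping genes can count the same reads, so these calls may not all be separate transcripts. AKAP2 and PALM2-AKAP2, named after their values were seen, were both called, with 13855 and 13806 counts in vector replicate 2. At an unadjusted p under 0.05 there were 3158 genes. With the additional requirement of a 2-fold change, 93 genes remained, of which 29 were higher and 64 were lower. The alternative that moved these counts most was limma on the deposited RPKM values. It called 9 genes with either pseudocount among genes with a mean RPKM of at least 1, and 0 genes among all genes above 0, where 3078 had an unadjusted p under 0.05.

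HSPA5, HSP90B1 and FN1 had the smallest adjusted p-values. HSPA5 encodes a chaperone of the endoplasmic reticulum and lies on the minus strand of chromosome 9 from 125234853 to 125241330. Its counts were 40720 and 37839 in the vector libraries and 90589 and 86134 in the FTO overexpression libraries. Its level rose from 1205 ± 26.7 to 2475 ± 21.5 CPM (SD, n = 2 libraries per group), a log2 fold change of 1.04 (SE 0.0496) with an adjusted p of 2.22e-11 in edgeR. HSP90B1 (chromosome 12, 103930107 to 103953645, plus strand) had a log2 fold change of 0.94 (SE 0.050) and an adjusted p of 9.16e-11 in edgeR. Genes on the other strand covered 4.82% of its exons. FN1 (chromosome 2, 215360440 to 215436172, minus strand) had a log2 fold change of 0.75 (SE 0.0483) and an adjusted p of 2.55e-09 in edgeR. In limma on log2(RPKM + 1) over all genes above 0, the adjusted p of each of these 3 genes was 0.238. Among genes with a mean RPKM of at least 1, it was 0.0207 for HSPA5 and 0.0401 for both HSP90B1 and FN1.

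The largest increases among called genes were found in transcripts of low abundance. KRT17 (chromosome 17, 41619437 to 41624842, minus strand) had 4 and 0 counts in the vector libraries and 22 and 48 in the FTO overexpression libraries, a log2 fold change of 3.93 (SE 0.775) with an adjusted p of 0.00651 in edgeR. A transcript with only a clone name (chromosome 9, 13274510 to 13279187, minus strand) had 1 count in each vector library against 14 and 13 counts. Its FTO overexpression mean was 4.11-fold above a level of 3 counts in the vector libraries, which is not a strict lower bound. SETP2 (chromosome 14, 51436038 to 51436963, plus strand) had 0 and 4 counts against 30 and 21. Another clone-named transcript (chromosome 21, 8197620 to 8227646, plus strand) had 6 and 12 counts against 81 and 66. HSPA8P9 (chromosome 3, 137880295 to 137882237, plus strand) had 2 and 4 counts against 22 and 17, and its adjusted p of 0.0450 in edgeR became 0.0659 in limma voom. SETP2 and HSPA8P9 are pseudogenes of SET and HSPA8, so their counts are uncertain where reads could be split between copies. SET had 43110 and 38285 counts in the vector libraries, and HSPA8 had 113540 and 92407. The clone-named transcript of chromosome 21 carries a similar uncertainty, as another transcript of its clone had 10329 and 4306 counts in FTO overexpression replicates 1 and 3.

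The largest decreases were in genes whose FTO overexpression libraries held at most 2 counts, so each vector mean was set against a level of 3 counts. That limit holds for a count of 0 only and leaves out the error of the vector counts, so these folds are not strict lower bounds. BIN2 (chromosome 12, 51281038 to 51324668, minus strand) had 58 and 10 counts in vector replicates 2 and 3, with a vector mean 12.2-fold above that level. SDPR (chromosome 2, 191834302 to 191847255, minus strand) had 76 and 22 counts in the same libraries, with a mean 17.7-fold above it. LST1 (chromosome 6, 31586124 to 31588909, plus strand) had 38 and 13 counts, with a mean 9.22-fold above it. For these 3 genes, vector replicate 2, which carried blood-cell transcripts, held most of the vector counts. Their folds were set from the vector mean and would be smaller without that library. BIN2 had 1.74 and 0.313 CPM in vector replicates 2 and 3. SDPR had 2.28 and 0.690 CPM there, and LST1 had 1.14 and 0.407 CPM. LYRM9 (chromosome 17, 27878314 to 27894752, minus strand) had 10 and 20 counts, with a vector mean 5.52-fold above the level of 3 counts. CDH16 (chromosome 16, 66908122 to 66918984, minus strand) had 14 and 10 counts, with a vector mean 4.37-fold above that level. Other genes covered 7.22% of the exons of SDPR on the opposite strand, and 5.32% and 23.4% of those of LYRM9 on the same and the opposite strand. The adjusted p-values in edgeR ranged from 0.000788 for SDPR to 0.0467 for CDH16. DESeq2 gave no adjusted p for any of these decreases or of the increases above. When counts were halved, the filter removed BIN2, LST1, LYRM9, CDH16, HSPA8P9 and the chromosome 9 transcript. SDPR, KRT17, SETP2 and the chromosome 21 transcript still passed, with adjusted p-values from 0.000192 to 0.0109 in edgeR.

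SLC7A11 was then assessed, since the study followed this cystine/glutamate antiporter gene as the target of FTO. It lies on the minus strand of chromosome 4 from 138164097 to 138242349. Its counts were 797 and 607 in vector replicates 2 and 3, and 1115 and 1170 in FTO overexpression replicates 1 and 3. SLC7A11 was higher after FTO overexpression, at 32.0 ± 2.51 CPM against 21.5 ± 3.48 CPM (SD, n = 2 libraries per group). The log2 fold change was 0.58 (SE 0.102), with an adjusted p of 0.00275 in edgeR's quasi-likelihood test. In the deposited RPKM table the level was 2.26 ± 0.349 in vector and 3.26 ± 0.244 in FTO overexpression cells (SD, n = 2). Without vector replicate 2 the log2 fold change was 0.75, and without vector replicate 3 it was 0.42. In limma on log2(RPKM + 1) it was 0.39 with an adjusted p of 0.229 among genes with a mean RPKM of at least 1. The antisense gene SLC7A11-AS1 covers 8.97% of its exons and had 165 and 105 counts in the vector libraries against 196 and 214.

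**Figure D1:**
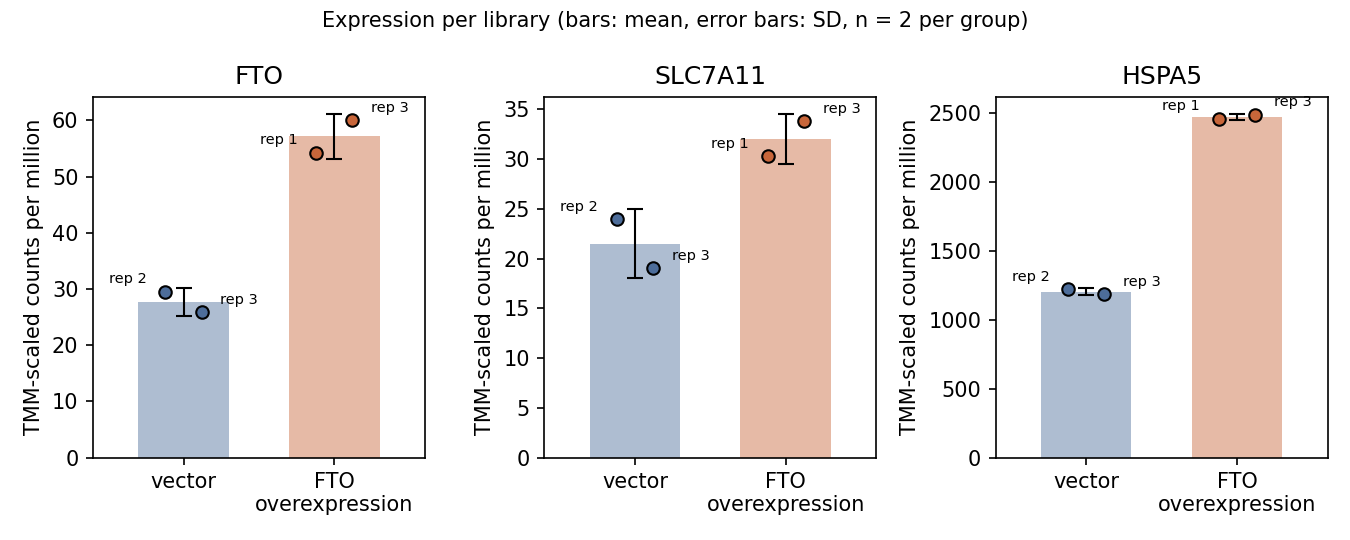
TMM-scaled CPM (y axis, starting at 0) of FTO, SLC7A11 and HSPA5 in vector and FTO overexpression cells, with 1 point per library, bars at the mean and error bars of 1 SD (n = 2 per group). In all 3 genes both FTO overexpression libraries lie above both vector libraries, and SLC7A11 rises from a mean of 21.5 to 32.0 CPM.

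The authors' deposited table gives other values for SLC7A11. The log2 fold change listed in the authors' deposited table was -1.05 with an FDR of 0.0480. The RPKM values in the authors' deposited table were 4.09 and 3.83 for vector replicates 2 and 3, and 1.81 and 2.02 for FTO overexpression replicates 1 and 3. In the RPKM table the same libraries have 2.51, 2.02, 3.09 and 3.43. The RPKM values of the other 15423 genes were equal in the authors' deposited table and the RPKM table. The direction of SLC7A11 therefore differs between these deposited tables, and for this gene only the RPKM table equals the values computed from the counts.

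**Figure D2:**
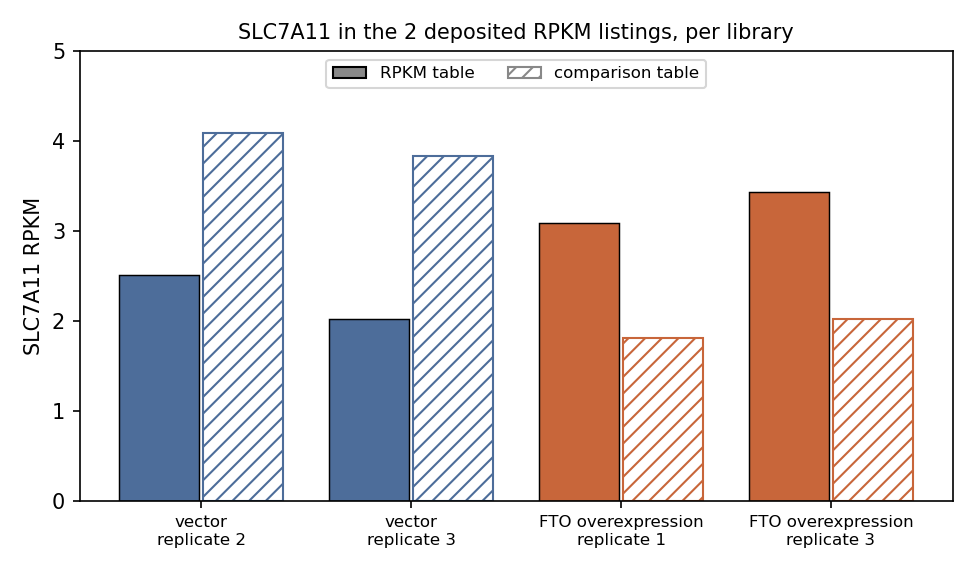
RPKM of SLC7A11 (y axis, starting at 0) in each of the 4 libraries, as listed in the RPKM table (filled bars) and in the authors' deposited table of the comparison (hatched bars), with 1 value per library and no error bars. The FTO overexpression libraries are higher in the RPKM table (3.09 and 3.43 against 2.51 and 2.02) and lower in the authors' deposited table (1.81 and 2.02 against 4.09 and 3.83).

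The remaining calls were compared with the authors' deposited table, which holds 15424 genes. An FDR under 0.05 was listed for 355 genes in the authors' deposited table, 178 higher and 177 lower. Of these, 303 were also among the 717 genes called from the counts, 52 were called in the authors' deposited table alone, and 414 here alone. The direction was the same for 302 shared genes and opposite for 1, SLC7A11. Across the 15424 genes the log2 fold changes from counts and from the authors' deposited table had a Pearson r of 0.931 and a Spearman rho of 0.865, where genes are not independent replicates. With a 2-fold change required as well, 17 higher and 25 lower genes remained in the authors' deposited table, and 33 of them passed both thresholds here. Of the 93 genes that passed both thresholds from counts, 24 have no row in the authors' deposited table. Log2 fold changes from counts and from log2(RPKM + 1) had a Pearson r of 0.809 across the genes tested, and of 0.947 with a pseudocount of 0.1.

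All 42 genes that the study listed as changed in RNA-seq were tested. Of the 17 listed as higher, 17 were higher in the counts, and of the 25 listed as lower, 24 were lower. The exception was SLC7A11. An adjusted p under 0.05 over all genes was reached by 38 of the 42 genes in edgeR, 37 of them in the listed direction, and by 42 when adjusted over the list alone. The study chose this list on these samples, so neither these counts nor the shared directions are independent evidence. The 2-fold change was also met by 33 genes.

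As the study measured ferroptosis, the genes of the proteins it followed by western blot were examined. GPX4 (chromosome 19, 1103926 to 1106791, plus strand) had a log2 fold change of -0.14 (SE 0.0592) with an adjusted p of 0.215 in edgeR. ACSL4 (chromosome X, 109624244 to 109733403, minus strand) had a log2 fold change of 0.24 (SE 0.0884) with an adjusted p of 0.143 in edgeR, and KCNE5 covers 1.22% of its exons. PTGS2 (chromosome 1, 186671791 to 186680427, minus strand), which encodes COX2, had 10 and 4 counts in the vector libraries and 10 and 12 in the FTO overexpression libraries, and no difference was detectable at this depth (adjusted p 0.756 in edgeR). FTH1 (chromosome 11, 61959718 to 61967660, minus strand) was higher, from 1296 ± 78.5 to 1634 ± 2.12 CPM (SD, n = 2 libraries per group), with a log2 fold change of 0.33 (SE 0.0527) and an adjusted p of 0.000595 in edgeR. This value is uncertain, because BEST1 on the opposite strand covers 62.4% of the FTH1 exons. BEST1 had a log2 fold change of 0.37 as well. Its counts were lower than those of FTH1 in every library. They were 24321 and 22084 in the vector libraries, where FTH1 had 44971 and 39578. In the FTO overexpression libraries they were 33399 and 32069, against 60237 and 56472. Reads of BEST1 therefore cannot make up all counts of FTH1, and which gene any shared reads came from was not tested. FTH1 did not pass in limma on log2(RPKM + 1), with an adjusted p of 0.179 among genes with a mean RPKM of at least 1.

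Gene lists were then tested with camera at a preset correlation of 0.01. The unfolded protein response list had a median log2 fold change of 0.43 (SD between replicates 0.108) over 30 genes, 25 of them higher, with an adjusted p of 1.27e-50 over the 9 lists. Of its genes, 17 passed over all genes and 20 when adjusted over the list alone, and these were higher. The 17 were CALR, CANX, CRELD2, DNAJB11, DNAJC10, DNAJC3, HERPUD1, HSP90B1, HYOU1, MANF, PDIA3, PDIA4, PDIA6, SDF2L1, SEL1L, SPCS3 and XBP1. HSPA5 was not placed in this list. The list was chosen with the study's HSPA5 result on these samples in view, so its test is not independent of them. The epithelial-mesenchymal transition and migration list had a median of 0.13 (SD 0.0291) over 27 genes, 16 of them higher, with a camera adjusted p of 4.27e-17. In it, 10 genes passed over all genes and 11 when adjusted over the list alone. The 10 genes were higher, among them CDH2, COL5A1, CYR61, FN1, INHBA, ITGB1, ITGB3, MMP2 and TGFBI. Across the fits that each left out one library, this median ran from 0.18 to 0.22. The study had picked 2 genes of that list from these libraries.

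The ferroptosis list had a median of 0.05 (SD 0.0458) over 32 genes, 17 higher and 15 lower, with a camera adjusted p of 0.0137. Its 5 genes past the adjusted p over all genes were higher (ACSL3, FTH1, HMOX1, SLC7A11 and STEAP3), and 7 passed when adjusted over the list alone, 6 of them higher. NRF2 targets had a median of 0.12 (SD 0.0374) over 23 genes and a camera adjusted p of 0.000233. Of these, AKR1C3, FTH1, HMOX1 and UGDH passed over all genes, and 10 genes when adjusted over the list alone. ATF4 targets had a median of 0.11 (SD 0.104) over 27 genes and a camera adjusted p of 0.00969, with 3 genes past the threshold over all genes (ATF4, CEBPG and WARS) and 4 when adjusted over the list alone. Without vector replicate 3 the median was 0.03 for ATF4 targets, 0.03 for ferroptosis and 0.08 for NRF2 targets, and without vector replicate 2 it was 0.24, 0.12 and 0.15. The lists for ferroptosis and NRF2 targets share genes, and 8 of the 35 ferroptosis genes also stand in another list.

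The other lists did not pass. Camera adjusted p-values were 0.111 for 23 m6A regulators (median 0.03), 0.182 for 32 proliferation genes (median 0.02), 0.109 for the 33 genes with lower m6A in the study (median 0.05) and 0.486 for the 6 genes with higher m6A (median 0.05). FTO itself, which passed over all genes, was not placed in the list of m6A regulators. No m6A regulator of that list passed over all genes or when adjusted over the list alone (0 in both), while 4 had an unadjusted p under 0.05. Of the proliferation genes, MKI67 passed over all genes, and 1 gene when adjusted over the list alone. Of the genes with lower m6A, SLC7A11 was higher and DNAJB4 was lower past the threshold over all genes, and 4 passed when adjusted over the list alone. Of the genes with higher m6A, 0 passed either way and 1 had an unadjusted p under 0.05. Without scaling factors, the medians of these 4 lists fell below 0, while the median of all genes moved from -0.0046 to -0.056. Under fry, the unfolded protein response and the migration list held (adjusted p 0.0330 for both), whereas the ferroptosis, ATF4 and NRF2 lists did not. With an estimated correlation 0 of the 9 lists passed, and the lowest adjusted p was 0.0557.

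**Figure D3:**
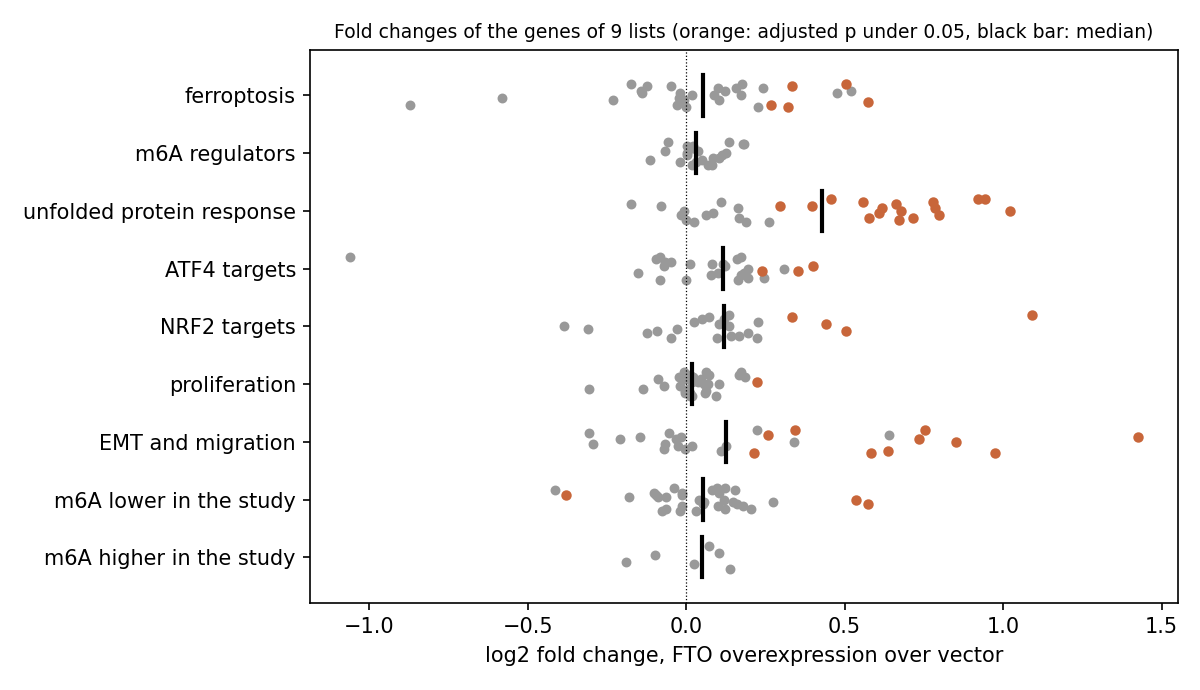
Log2 fold changes (x axis, FTO overexpression over vector) of the genes of 9 lists, with 1 point per gene, orange for an adjusted p under 0.05 over all genes and a black bar at the median of each list; the vertical position within a list carries no value. The unfolded protein response list has the highest median (0.43), and the medians of the m6A regulator, proliferation and m6A lists lie between 0.02 and 0.05 and fell below 0 without scaling factors, where the median of all genes moved from -0.0046 to -0.056.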

Values the study reported

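The study stated that its RNA-seq of TPC-1 cells was repeated 3 times. It reported 17 upregulated and 25 downregulated genes after FTO overexpression, with logFC above 1 or below -1 and an FDR under 0.05. For SLC7A11, which the study listed as downregulated, the reported logFC was -1.04876 with an FDR of 0.047954. For FTO itself the study listed a logFC of 1.001468, and for HSPA5 a logFC of 1.044672.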

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

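No paired analysis was possible because the groups share only replicate number 3. The tests with counts halved and with the genes of the authors' deposited table were chosen after seeing the data.

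FTO kept its direction in every alternative, and its log2 fold change ranged from 0.95 to 1.14 across the 4 fits that each left out one library. SLC7A11 stayed higher after FTO overexpression in every alternative, from 0.42 to 0.75 across those 4 fits. Both genes stayed past the threshold under the other scalings, DESeq2, limma voom, the exact test, the other filters, the prior count of 2 and the halved counts, where the adjusted p of SLC7A11 ran from 2.45e-08 without a filter to 0.00727 in limma voom. In limma on the deposited RPKM values both fell short. The value of FTO was 0.64 with log2(RPKM + 1) under either filter (adjusted p 0.116 and 0.371) and 0.94 with log2(RPKM + 0.1) (adjusted p 0.120). The value of SLC7A11 was 0.39 under either filter (adjusted p 0.229 and 0.455) and 0.51 with the smaller pseudocount (adjusted p 0.228). The cause was not tested.

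The number of genes past the adjusted p of 0.05 was 717. It was 394 with DESeq2, 1297 without a filter on low counts, and 255 at an adjusted p of 0.01. Limma on RPKM values called 9 genes with either pseudocount at a mean RPKM of at least 1 and 0 genes without that filter (3078 at an unadjusted p under 0.05). The remaining alternatives gave 576 to 819. DESeq2 shared 376 calls with the 717. With a 2-fold change required as well, 93 genes passed. This number was 34 with DESeq2, 160 with the exact test, 194 without a filter and 36 at an adjusted p of 0.01. Limma on RPKM values called 0 in each of its settings, where 2080, 2088 and 3078 genes had an unadjusted p under 0.05. A test against a log2 fold change of 1 (glmTreat) called 1 gene, ZNF804A, named after its value was seen, and thus neither FTO nor SLC7A11, while glmTreat against a 1.2-fold change called 106. The stricter threshold explains the lower counts at 0.01 by construction. For the other settings the cause was not tested.

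The split of the calls moved without scaling factors and with other tests. With median-of-ratios scaling in edgeR, 52.5% of the calls were higher. Of the 717 genes 51.0% were higher, against 30.5% of 819 genes (250 higher and 569 lower) without scaling factors, 66.2% of the 394 DESeq2 calls and 42.5% of the 803 calls of the exact test. Without scaling factors the median log2 fold change of all genes was -0.06. With that shift of all genes, from -0.0046 to -0.056, the median of the m6A regulators became -0.022, of the proliferation list -0.034, of the genes with lower m6A -0.00019 and of those with higher m6A -0.0034. These medians stayed above that of all genes, so the change of sign follows from the shift. The ferroptosis median became 0.0016. The median of the genes with higher m6A, a list of 6 genes, ranged from -0.046 (without vector replicate 2) to 0.076 across the 4 fits that each left out one library.

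With fry, the adjusted p was 0.283 for the ferroptosis list, 0.283 for ATF4 targets and 0.149 for NRF2 targets. With a correlation estimated per list it was 0.519, 0.519 and 0.514 for these lists, and 0.0557 for the unfolded protein response and for the migration list. The cause was not tested. Under the other scalings, the filter of at least 10 counts and the halved counts, all 5 lists stayed past the threshold. The median of the unfolded protein response list ranged from 0.33 to 0.53 across the fits without one library. Across the same fits the ATF4 median ranged from 0.029 without vector replicate 3 to 0.24 without vector replicate 2, and the ferroptosis median from 0.026 to 0.12 without the same libraries. The NRF2 median ranged from 0.079 to 0.15 without these libraries, and the migration median from 0.18 to 0.22, against 0.13 with all libraries. The medians of the m6A regulators ranged from 0.032 to 0.063, of the proliferation list from 0.021 to 0.045 and of the genes with lower m6A from 0.026 to 0.083.

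The number of listed RNA-seq genes with the listed direction was 41 of 42 in each of its alternatives. The number of calls shared with the authors' deposited table was 308 with the exact test and 203 with DESeq2. The Pearson r between fold changes from counts and from RPKM was 0.947 with a pseudocount of 0.1 and 0.922 for genes with a mean RPKM of at least 1. Among the other named genes and list medians, 17 results were weaker and 4 moved in the alternatives that kept all libraries, and 27 moved in fits that left out a library. With 2 libraries per group, genes such as KRT17 with 0 to 48 counts have values set by few reads. The log2 fold change of KRT17 was 8.09 without vector replicate 2, where the vector count was 0.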

Other observations

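The tests on the deposited tables, on blood-cell transcripts and on even counts were chosen after the results were seen. Those on the unfolded protein response and on ATF4 and NRF2 targets were chosen before. They were chosen to explain HSPA5 and SLC7A11, which the study had listed as changed on these samples, so they are not independent of these data.

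The number of genes past both thresholds was 29 higher and 64 lower. That is higher than the values quoted from the study above. The values here rest on 2 libraries per group, and any further library was not analysed here. The split depended on the setting, with 15 higher and 19 lower genes in DESeq2 and 23 higher and 49 lower genes when the genes of the authors' deposited table were tested. The log2 fold change of SLC7A11 was 0.58. That is opposite in direction to the value quoted from the study above. The study also reported lower SLC7A11 after FTO overexpression by qRT-PCR for the mRNA and by western blot for the protein. It reported the reverse after FTO knockdown. Those assays were not part of the data analysed here.

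SLC7A11 differs between the deposited tables, and the counts side with the RPKM table. An exchange of sample columns in the whole table is argued against, as 1 of 15424 genes differed. Another gene length for this gene is argued against too, because the ratio of its RPKM values between the tables varied 3.24-fold across the libraries and the length was 9645 bases in both. Another set of whole reads for this gene, at that length and the same library totals, is argued against by the counts that the listed RPKM values imply. In the authors' deposited table, the RPKM values of the other 15423 genes gave whole counts in every library to within 0.01, whereas those of SLC7A11 gave no whole count in 4 of 4 libraries (1297.3, 1153.3, 654.1 and 687.5). In the authors' deposited table, the value for FTO overexpression replicate 3 equals that of vector replicate 3 in the RPKM table. The other 3 values lie 0.700, 1.00 and 0.400 from the RPKM of a library of the opposite group. These amounts are round to the last digit: 1.81164665 against 2.51164665, 4.08837635 against 3.08837635 and 3.83340265 against 3.43340265. The authors' deposited table is sorted by the log2 ratio of mean RPKM, from high to low. SLC7A11 stands in place 231 of the authors' deposited table, between ratios of 0.528 and 0.526, where its ratio in the RPKM table of 0.526 belongs. The listed ratio of -1.05 would stand in place 15326 of the authors' deposited table. SLC7A11 was also the only 1 of 15424 genes whose FDR departed by more than 0.001 from the Benjamini-Hochberg adjustment of the listed p-values, which gives 0.167 in place of 0.0480 in the authors' deposited table. Of the same genes, it was the only 1 whose listed log2 fold change equalled the log2 ratio of its listed mean RPKM values. These values are consistent with the row having been changed after the table was computed and ordered, as a hypothesis. How or why the row differs was not tested, and the tables do not tell which step made it.

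SLC7A11 counts were higher after FTO overexpression, and activation of ATF4 or of NRF2 was weighed as an explanation. The target lists passed in camera (adjusted p 0.00969 for ATF4 and 0.000233 for NRF2), but not in fry or with an estimated correlation. Over the alternatives the adjusted p ranged from 0.00962 to 0.519 for ATF4 targets and from 0.000234 to 0.514 for NRF2 targets. ATF4 and NRF2 activation cannot be told apart, and neither is settled, since the list tests disagree. A direct effect of FTO on the transcript stays open and was not tested.

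Genes of the unfolded protein response were higher after FTO overexpression, with a median log2 fold change of 0.43. Library scaling is argued against as the whole cause, since the median was 0.38 without scaling factors. A trend with GC content and gene length is argued against, as the median was 0.40 after its removal. All 30 genes of the list had a GC value, although only 77.2% of all genes tested had one. Blood RNA in vector replicate 2 is argued against, since the median was 0.53 without that library. The spread of the median between replicates was 0.108. Batch, the lentiviral load and the stress of producing an overexpressed protein were not tested, so an effect of FTO itself may be among several biological causes.

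Blood-cell transcripts were present in the vector libraries. HBB had 12994 counts in vector replicate 2, 713 in vector replicate 3 and 0 in both FTO overexpression libraries, where a count of 0 allows up to 3 counts. HBA2 had 6773, 326, 0 and 0 counts, and S100A9 had 304, 18, 0 and 0. Reads of HBA2 can be shared with its near-identical copy HBA1, which had 1326, 52, 0 and 0. Of 30 markers of red cells, myeloid cells and lymphoid cells, 28 had a row, and a marker list was written after some of these values had been seen. The markers made up 0.0679% of vector replicate 2 and 0.00382% of vector replicate 3. A lowering by FTO of genes that vector cells express is argued against, since 11 of 24 markers had a ratio between the vector replicates in the top 0.5% of the 500 genes nearest in abundance, where chance gives 0.12. The remaining markers were not beyond that limit, and this form of the test was settled on after a first form, on all genes in the markers' range of abundance, had been seen. The median ratio was 16.9, against 0.987 for other genes. RNA from blood in vector replicate 2 may explain the pattern, as 24 markers of all 3 kinds were above 3 counts there. Of the markers, 3 were above 3 counts in an FTO overexpression library (FPR1, IL7R and NKG7), so the TPC-1 cells may express them. Whether reads of vector replicate 2 were assigned to vector replicate 3 cannot be told apart from blood RNA in both libraries. The share of replicate 3 was 4.92%, 4.36% and 6.06% for red cell, myeloid and lymphoid markers without a count in the FTO overexpression libraries (permutation p 0.851, 10000 resamples). Over all markers, the chi-square p was 0.000201, before markers that the FTO overexpression libraries also hold were left out.

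HBB itself was not called, with an adjusted p of 0.593 in edgeR. How many of the 64 genes called at least 2-fold lower carry blood RNA was not settled. By the fitted fold change without vector replicate 2, all 64 genes stayed lower and 61 stayed at least 2-fold lower. Leaving out vector replicate 2 does not remove blood RNA, since vector replicate 3 holds blood-cell transcripts too. Without vector replicate 2, the fitted log2 fold change was -3.33 for BIN2 and -3.70 for LST1. These fitted values are not bounds, and the changes could be smaller. They set 10 and 13 counts in vector replicate 3 against at most 2 counts in the FTO overexpression libraries, within the limit of 3. In 3 of these 64 genes (BIN2, SDPR and IL7R, the last named after its value was seen), vector replicate 2 had more than 3 times the level of vector replicate 3.

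The vector replicates also differed in genes that are not blood markers. Of the 67 genes with a more than 2-fold difference between them, 39 were higher in replicate 3. HES1 had 829 counts in vector replicate 2, 3455 in vector replicate 3, 561 in FTO overexpression replicate 1 and 480 in FTO overexpression replicate 3. NEAT1 had 3047, 8842, 3242 and 2966 counts and NOX5 had 367, 1115, 161 and 157 counts in the same order. These 3 genes were chosen after their values were seen, and no explanation was tested.

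Low counts were mostly even. Among counts of 1 to 10, at least 71.4% were even in every library, against 50.9% to 52.3% of counts of 100 to 1000. This is consistent with each end of a read pair having been counted as a read. If so, the limit of 3 counts set for a count of 0 would be too low. The folds given against that limit would then be too large. With counts halved, 735 genes passed the adjusted p of 0.05, and SLC7A11 had a log2 fold change of 0.57.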
